A study of Mus musculus with 16 samples. Its data were reported in "Integration of Transcriptional Signatures from Brain Tissue and Plasma Extracellular Vesicles of a Preclinical Tauopathy Mouse Model" (2026).

How the data were processed

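Messenger RNA from the prefrontal cortex of 16 mice was analysed, with 8 PS19 mice and 8 wild-type (WT) mice. PS19 mice carry a human tau (*MAPT*) transgene with a disease-causing mutation, driven by the mouse prion (*Prnp*) promoter. Groups were taken from the sample titles, and each title also carries a replicate number from 1 to 8. The same numbers occur in both groups. The non-coding RNA of the cortex and of plasma vesicles was not analysed here.

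The authors made full-length cDNA libraries with a template-switching kit and transposase tagging, sequenced them as read pairs, aligned the reads to mouse genome build mm10 with Rsubread, and processed the counts with edgeR. The counting options, the use of strand and the filter on low genes were not stated. The deposited values are CPM (reads of a gene per 1000000 assigned reads) made by the authors for 14317 genes, identified by symbol, Entrez number and chromosome. The CPM of a library summed to between 994566 and 996143, so the listed genes held 99.5% to 99.6% of the assigned reads. Every listed gene had at least 1 CPM in at least 8 libraries. Every value of a library was a whole multiple of a single step, so 100% of the values came out as whole reads in each of the 16 libraries. The recovered depth was 18.8 to 34.02 M assigned reads (M, 1000000) per library. A value of 3 reads corresponded to 0.0882 to 0.159 CPM, depending on the library. This floor covers counting error only, because amplified reads without molecular identifiers are not independent molecules. No 2 libraries were identical. The trimmed-mean (TMM) factors computed here were 0.950 to 1.06 and had not been applied to the deposited values.

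CPM values were tested on the log2(CPM + 0.5) scale with limma 3.58.1 in R 4.3.3 (lmFit, eBayes with a trend), with all 16 libraries, no covariates and Benjamini-Hochberg adjustment over all genes. Fold changes on this scale understate the change of low genes. The filter of at least 0.5 CPM in at least 8 libraries removed 0 genes. The study called genes at an unadjusted p below 0.05, so that count is given beside the adjusted one. The test had been planned as a choice between counts and normalized values, and the form for normalized values was used. On simulated data for the 14317 genes with 200 genes changed by 1 on the log2 scale, the limma fit recovered 80.5% of the changed genes at an adjusted p below 0.05, and 2.42% of its calls were false. With no gene changed, it made 703 calls at an unadjusted p below 0.05 and 0 after adjustment. The simulated genes were drawn independently of each other, unlike genes of real libraries, so these rates need not hold there.

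A total of 17 gene sets was written before the data were examined, for cell types, microglial states, inflammation, interferon response, oxidative phosphorylation, cholesterol biosynthesis and immediate early genes. Their themes were chosen with those of the study in view, which came from these same libraries. DAM stands for disease-associated microglia. The sets leave out the transgene-related genes and 3 genes that had been seen in the study's supplement (*C3ar1*, *Ccl6* and *Mpeg1*). A library's set score was the mean log2(CPM + 0.5) of the members. Scores were compared with a 2-sided exact permutation test over the 12870 splits of the libraries, adjusted over the 17 sets. Spread was compared by a 2-sided exact permutation test on absolute deviations from the group median. *Prnp* and *Mapt* were related to the 17 scores within PS19 with Pearson's r, Spearman's rho and exact permutation p, adjusted over the 34 relations. On simulated scores, a set shifted by 1 was estimated at 1.05, and 2 of the 16 unshifted sets had an unadjusted p below 0.05.

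The genes named in the text follow a rule fixed before the data were examined: *Mapt* and *Prnp*, the microglial genes named by the study, the 10 genes with the smallest p, the 5 lower genes with the smallest p, and up to 3 members of each set with an adjusted p below 0.05, which no set reached. A microglial gene of this list is not reported here, and the counts and adjusted values of the list were computed over the other 6 genes. Other genes are named only where stated. Coordinates are those of RefSeq for GRCm38, the assembly of mm10, matched by Entrez number for 14229 genes. Of the 19 genes named by the rule, 9 overlap another annotated gene, and reads could have been split between them.

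The replicate numbers of the titles were checked as a pairing. The correlation of deviations from the group means was 0.137 for same-numbered libraries and -0.015 for the others. On autosomes the values were 0.110 and -0.011. Results with the replicate number as a block are therefore given beside the unpaired ones. Same-numbered libraries also share the range of library numbers (1 to 8 or 9 to 16) given in the labels. These ranges were treated as a technical batch. Same-numbered libraries were also alike in the presence or absence of *Xist* and Y-linked reads, so the replicate block carries this difference too. Library names begin with G in all 8 PS19 libraries and in 2 of the 8 WT libraries, and the labels do not explain the prefix, so prefix and genotype overlap.

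The alternatives fixed before the data were examined were quantile normalization, other empirical Bayes settings, array weights, other filters and pseudocounts, the replicate block, a block for the library number range, *Xist* as a covariate, the libraries with prefix G, camera and z-scores for the sets, and leaving out each library in turn. Chosen after seeing the data were edgeR 4.0.16 (quasi-likelihood and likelihood-ratio tests) and DESeq2 1.42.0 on the recovered reads, TMM factors on the CPM, and marker scores of striatum and choroid plexus as covariates. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used for the set scores and tests, and blastn 2.17.0 for sequence comparison.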

Results

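The transcriptome of the prefrontal cortex was measured in 8 PS19 mice and 8 WT mice, with 1 library per mouse. The recovered depth was 26.4 ± 4.89 M assigned reads in PS19 and 24.8 ± 3.57 M in WT (SD, n = 8 each), which did not differ (exact permutation p = 0.461, 2-sided). The 10 most abundant genes took 3.54% to 4.38% of the assigned reads of a library. Correlations of log2 values between pairs of libraries were 0.9098 to 0.9904. The first 4 principal components held 33.4%, 18.03%, 10.7% and 7.42% of the variance. Scores on the first component did not differ between PS19 and WT (exact permutation p = 0.710).

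To check the genotype labels, the genes related to the transgene were examined first. *Prnp* (Entrez 19122; GRCm38 chromosome 2, 131909928 to 131938436) was upregulated in PS19 mice compared to WT, at 2808 ± 724.8 CPM against 1245 ± 107 CPM (SD, n = 8 each). Its log2 fold change was 1.14 with a standard error of 0.13 (limma adjusted p = 0.00073). *Mapt* (Entrez 17762; chromosome 11, 104229409 to 104332090) was at 394.6 ± 47.5 CPM in PS19 and 270.04 ± 26.97 CPM in WT (SD, n = 8 each). Its log2 fold change was 0.54 with a standard error of 0.09 (limma adjusted p = 0.0432). Every PS19 library lay above every WT library for both genes, and *Prnp* was highest in PS19 replicate 4, at 4442 CPM. Human and mouse sequences were not separated in these values, and each gene overlaps another annotated gene. Reads of the endogenous genes and of the transgene cannot be told apart, so the rise of *Prnp* need not be that of the endogenous gene. With the replicate number as a block, where same-numbered libraries had a correlation of 0.137, *Prnp* kept an adjusted p of 0.0081 and *Mapt* had an adjusted p of 0.0602. The differences within libraries 1 to 8 were 1.22 for *Prnp* and 0.48 for *Mapt*, and within libraries 9 to 16 they were 1.06 and 0.61, each at the smallest exact permutation p that 4 against 4 libraries allow (0.0286). The alternative that moved the adjusted p of both genes most was the fit on libraries with prefix G, where it was 0.9999 for both, with log2 fold changes of 1.19 and 0.54.

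**Figure D1:**
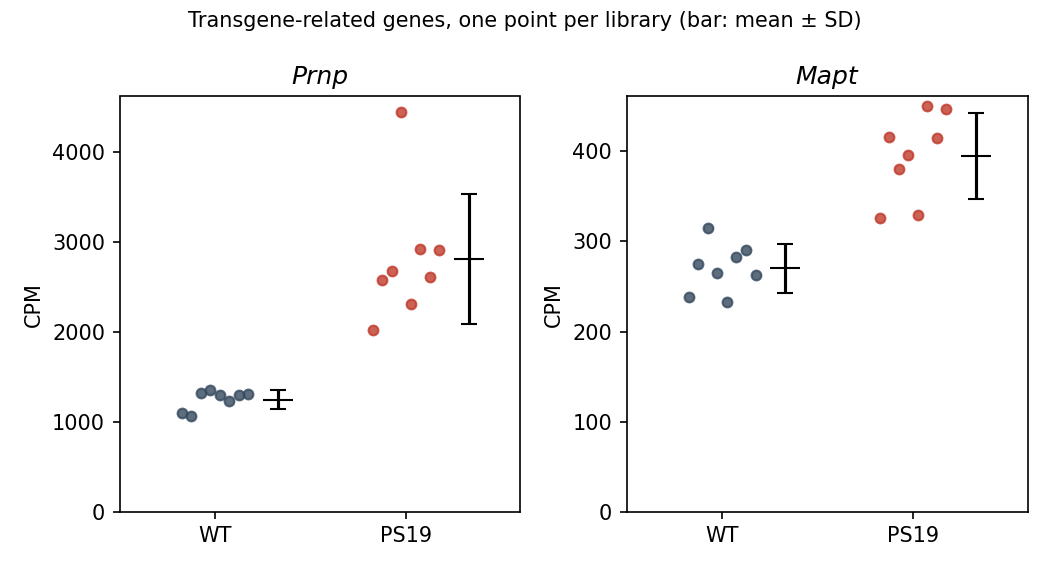
Expression of *Prnp* and *Mapt* in CPM (vertical axes, starting at 0) in the 8 WT and 8 PS19 libraries; points are libraries and bars show the mean and SD. The lowest PS19 library (2024 CPM for *Prnp*, 326 CPM for *Mapt*) lies above the highest WT library (1356 CPM and 315 CPM).

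The next question was how many genes differ in the PS19 cortex. At an unadjusted p below 0.05, the limma fit called 773 of 14317 genes, with 519 upregulated and 254 downregulated (67.1% upregulated). An average of 715.85 calls is given by chance at this threshold. After Benjamini-Hochberg adjustment 2 genes had a p below 0.05, namely *Prnp* and *Mapt*, both related to the transgene. With the replicate number as a block (same-numbered correlation 0.137), 858 genes had an unadjusted p below 0.05 and 1 an adjusted p below 0.05. With the library number range as a block the counts were 833 and 1. The split of upregulated and downregulated calls depended on scaling. Quantile normalization gave 480 upregulated and 372 downregulated genes (56.3% upregulated). Array weights moved the unadjusted count most, to 1640 genes, and the lowest count was 177 genes, on libraries with prefix G. In the recovered reads, the quasi-likelihood test of edgeR called 903 genes at an unadjusted p below 0.05 (549 upregulated and 354 downregulated) and 1 gene after adjustment. The groups did not overlap in 6 genes (0.0419% of genes), where chance gives 0.0155%.

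**Figure D2:**
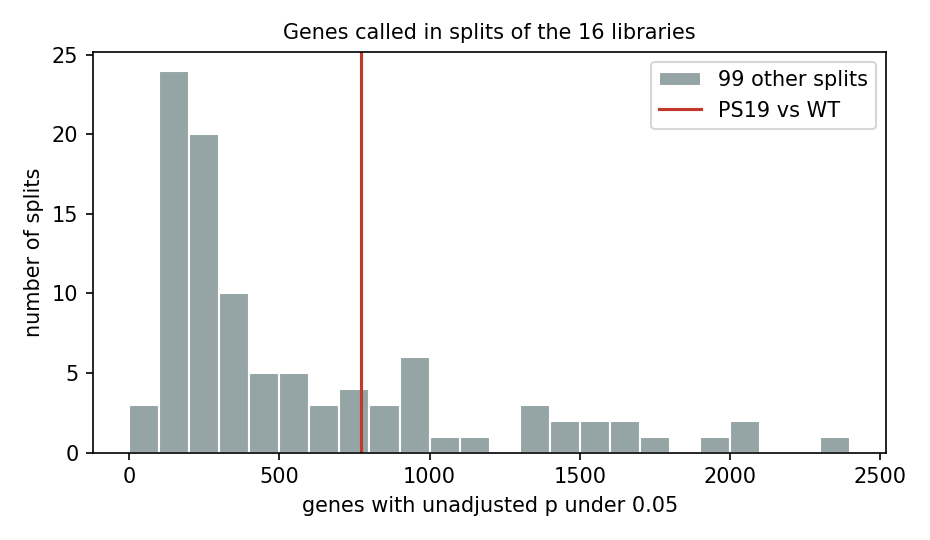
Histogram of the number of genes with an unadjusted p below 0.05 (horizontal axis) over 99 other splits of the 16 libraries into 8 and 8 that part all same-numbered pairs (vertical axis, number of splits), with the PS19 and WT comparison as a line at 773 genes. The other splits range from 85 to 2318 genes, with a median of 332.

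Among the 10 genes with the smallest p, those other than *Prnp* and *Mapt* had limma adjusted p-values of 0.299 and above. *C3ar1* (chromosome 6, 122847140 to 122856157) was at 9.48 ± 5.34 CPM in PS19 and 2.85 ± 0.60 CPM in WT (SD, n = 8 each), a log2 fold change of 1.41 with a standard error of 0.27 (limma adjusted p = 0.299). *Rab5b* (chromosome 10, 128677170 to 128696284) was at 107.9 ± 18.5 and 74.1 ± 13.9 CPM (limma adjusted p = 0.539), with PS19 replicate 4 far above the other PS19 libraries at 151.7 CPM. *Bcl3* (chromosome 7, 19808462 to 19822824), *Mpeg1* (chromosome 19, 12460770 to 12465285), *Pikfyve* (chromosome 1, 65186640 to 65278696) and *Ccl6* (chromosome 11, 83587886 to 83593087) were higher in PS19, with log2 fold changes of 1.05, 1.12, 0.54 and 1.73. The 5 lower genes with the smallest p were *Gkn3* (chromosome 6, 87383319 to 87388935), *Lars2* (chromosome 9, 123366927 to 123462675), *Bod1* (chromosome 11, 31665150 to 31671862), the mitochondrial gene *ND2* (mitochondrial genome, 3914 to 4951) and *Tubg2* (chromosome 11, 101155874 to 101161787). Their log2 fold changes were -0.75, -0.56, -0.27, -0.67 and -0.31, and PS19 replicate 4 lay far below the other PS19 libraries for *ND2*, at 240.1 CPM. All of these genes but *C3ar1* and *Rab5b* had an adjusted p of 0.793. With the replicate number as a block, *C3ar1*, *Lars2* and *ND2* had an adjusted p of 0.641 and *Rab5b* of 0.0602.

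The study addressed the state of microglia, the resident immune cells of the brain, by several kinds of evidence. Its named genes were one of these, and 6 of them are given here. All 6 were higher in PS19 than in WT. *Trem2* (chromosome 17, 48346401 to 48352276) was at 22.04 ± 13.9 CPM in PS19 and 10.3 ± 2.93 CPM in WT (SD, n = 8 each), with a log2 fold change of 0.89 and a standard error of 0.29. *Man2b1* (chromosome 8, 85082730 to 85098739) had a log2 fold change of 0.37. *C1qa* (chromosome 4, 136895916 to 136898844) was at 58.1 ± 44.6 CPM in PS19 and 27.9 ± 6.28 CPM in WT (SD, n = 8 each), a log2 fold change of 0.76. *C1qc* (chromosome 4, 136889801 to 136892936), *Tgfbr1* (chromosome 4, 47353222 to 47414926) and *Csf1r* (chromosome 18, 61105572 to 61131139) had log2 fold changes of 0.79, 0.33 and 0.28. Adjusted over the 6 genes, 5 had a limma adjusted p below 0.05, from 0.0151 for *Man2b1* to 0.0413 for *C1qa*, and *Csf1r* had 0.0551. The difference within libraries 1 to 8 was 0.011 for *Csf1r* (exact permutation p = 0.914) and 0.19 for *C1qa* (exact permutation p = 0.80), against 0.56 and 1.33 within libraries 9 to 16 (exact permutation p = 0.0571 and 0.0286). These genes are the study's own choices on the same data, so this count shows no stability. Adjusted over all genes, 0 of the 6 had a p below 0.05, and 5 had an unadjusted p below 0.05. With the replicate number as a block, the counts were 5 over the list and 0 over all genes.

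Of the 17 gene sets, 8 had an unadjusted p below 0.05 and 0 had an adjusted p below 0.05 in the exact permutation test. The sets were chosen with the study's themes from the same libraries in view, so this count is not an independent test of those themes. The DAM score was 6.10 ± 0.57 in PS19 and 5.55 ± 0.16 in WT (SD, n = 8 each), a difference of 0.56 (exact p = 0.0134, adjusted p = 0.0660), and 6 of 8 PS19 libraries lay above the WT median. The general microglia score differed by 0.61 (exact p = 0.0218, adjusted p = 0.0660; 7 of 8 libraries above the WT median). Differences of 0.59 for reactive astrocyte genes (exact p = 0.0145), 0.34 for cytokine and inflammatory genes (exact p = 0.0162), 0.70 for interferon response genes (exact p = 0.0295) and 0.51 for antigen presentation genes (exact p = 0.0458) had adjusted p-values of 0.0660, 0.0660, 0.0717 and 0.0974. The mitochondrially encoded score was 8.94 ± 0.89 in PS19 and 9.60 ± 0.29 in WT (SD, n = 8 each), a difference of -0.66 (exact p = 0.0090, adjusted p = 0.0660), and all 8 PS19 libraries lay below the WT median, with replicate 4 farthest at 6.78. Cholesterol biosynthesis genes differed by -0.18 (exact p = 0.0233, adjusted p = 0.0660; 6 of 8 libraries below the WT median). The homeostatic microglia score was higher by 0.22 in PS19 (exact p = 0.193, adjusted p = 0.274), and nuclear oxidative phosphorylation genes differed by -0.10 (exact p = 0.136, adjusted p = 0.231). The neuronal, oligodendrocyte, endothelial, astrocyte and immediate early sets had exact p-values from 0.115 to 0.981.

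With the replicate number as a block (same-numbered correlation 0.137), the exact sign-flip test gave 4 of the 17 sets an unadjusted p below 0.05 and 0 an adjusted p below 0.05. The adjusted p was 0.159 for each of the 8 sets above. The smallest p this test can give is 0.0078. Within libraries 1 to 8, none of the 17 sets had an exact p below 0.05, and the DAM and general microglia scores differed by 0.29 and 0.27 (exact p = 0.343 and 0.400). Within libraries 9 to 16 they differed by 0.82 and 0.94, both at the smallest p that 4 against 4 libraries allow (0.0286). Cholesterol biosynthesis, cytokine and inflammatory, and reactive astrocyte genes reached the same p there, with -0.34, 0.53 and 0.95. Within libraries 1 to 8 they differed by -0.016, 0.15 and 0.23 (exact p = 0.829, 0.543 and 0.629). Antigen presentation and interferon response genes differed by 0.78 and 0.86 within libraries 9 to 16 (exact p = 0.0857 and 0.143). The difference between these ranges was not tested. The mitochondrially encoded score differed by -1.10 within libraries 1 to 8 (exact p = 0.0571) and by -0.22 within libraries 9 to 16 (exact p = 0.0857). PS19 replicate 4, at 6.78, lies in the former range. There PS19 replicates 1 to 3 were at 9.02 to 9.17 and WT replicates 1 to 4 at 9.05 to 9.97. The size of the -1.10 therefore rests in large part on PS19 replicate 4. The alternative that moved the count most was the fit without PS19 replicate 1, with 7 sets at an adjusted p below 0.05. Removal of a striatal marker score gave 6 and quantile normalization gave 4. The choroid plexus marker score was not removed from the set scores.

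**Figure D3:**
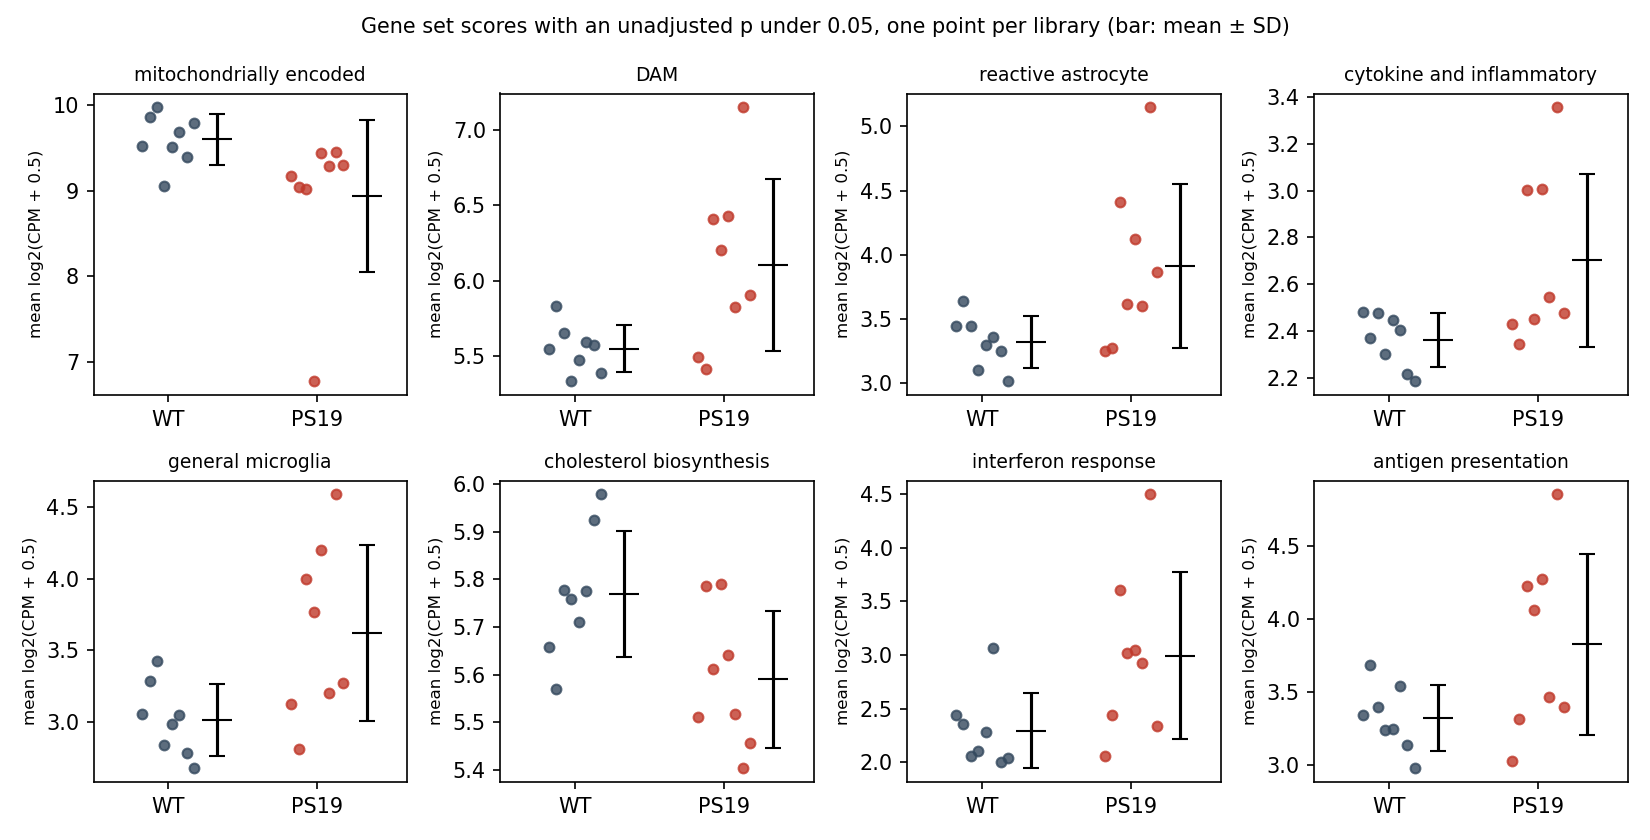
Scores of the 8 gene sets with an unadjusted p below 0.05 (vertical axes, mean log2(CPM + 0.5), not starting at 0) in WT and PS19; points are libraries and bars show the mean and SD. The PS19 libraries range from 5.42 to 7.15 for DAM genes, against 5.33 to 5.83 in WT.

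The variance of the scores was larger in PS19 than in WT for 12 of the 17 sets. The exact permutation test of spread gave an unadjusted p below 0.05 for 5 sets and an adjusted p below 0.05 for 3. Of the 5 sets, immediate early genes were more spread in WT (variance ratio 0.114, exact p = 0.0193, adjusted p = 0.0819) and the other 4 were more spread in PS19, reactive astrocyte genes among them (variance ratio 10.1, exact p = 0.0274, adjusted p = 0.0930). The variance ratio was 13.2 for DAM genes (adjusted p = 0.0370), 7.60 for antigen presentation genes (adjusted p = 0.0264) and 5.93 for general microglia genes (adjusted p = 0.0484). Leaving out any PS19 library, or WT replicate 1, 4, 5, 6 or 7, left 0 sets past the adjusted threshold.

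Within PS19, 34 relations of *Prnp* or *Mapt* with the set scores were computed. At an unadjusted p below 0.05 there were 3, and 0 after adjustment. The strongest was that of *Prnp* with the inhibitory neuron score (r = -0.94, exact permutation p = 0.0018, adjusted p = 0.0599; rho = -0.86, exact p = 0.0107, adjusted p = 0.364; n = 8). Without the 2 libraries farthest from the median of *Prnp*, r was -0.79. Each library number range holds 4 PS19 libraries, too few to recompute the relation.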

Values the study reported

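The study reported 917 differentially expressed genes in the PS19 prefrontal cortex at p < 0.05, of which 568 were upregulated and 349 were downregulated. It described *Trem2* and *Man2b1* as upregulated, and *C1qa*, *C1qc*, *Tgfbr1* and *Csf1r* as downregulated, in PS19 mice. The study also reported microglia-specific genes as the most affected of the cell types. Terms of inflammation and phagocytosis were enriched among its upregulated genes. By immunohistochemistry in younger mice, it found more IBA1-positive microglia in the PS19 cortex. Microglial cell numbers were not measured here.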

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

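Of the tests in this part, those of transcript length and GC content were chosen before their results were seen, and the others after. In 74 groups of 8 values, 7 had a library whose gap to its neighbour exceeded Dixon's critical value of 0.526 of the range. Chance gives 3.7. PS19 replicate 4 accounted for 5 of the 7.

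In PS19 replicate 4, *Prnp* was at 4442 CPM (others 2024 to 2924) and *Rab5b* at 151.7 CPM (others 95.4 to 109.3). The library was lowest for *ND2*, at 240.1 CPM (others 441.4 to 615.1), for the mitochondrially encoded score, at 6.78 (others 9.02 to 9.45), and for the oligodendrocyte precursor score, at 4.41 (others 4.88 to 5.27). It also stood apart on the second principal component. Library size is not a candidate cause, since its 24.5 M assigned reads lay within those of the other PS19 libraries. Across genes, its log2 difference from the other PS19 libraries had a rank correlation of -0.31 with transcript length. This was slightly beyond the largest of the others in size (0.30, of opposite sign), and the lowest of the others was -0.20. The corresponding value for GC content was 0.32. This was within the largest of the others in size (-0.34, of opposite sign) but above the highest of the others (0.13). A transcript length bias, for example from RNA quality, therefore remains possible, by size on a narrow margin. A GC content bias is not excluded either, and genes are not independent replicates. The genotype does not single out this library, and no biological explanation was tested.

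The excitatory neuron score of WT replicate 2 was 5.20 (other WT libraries 6.69 to 7.43). This library also had the highest score on the first principal component. The component correlated with a striatal score at r = 0.91, as described under the other observations. Over the 16 libraries the excitatory neuron score had r = -0.82 with the component (permutation p = 0.00011). Without the 2 libraries farthest from the median r was -0.68. Within libraries 1 to 8 and 9 to 16 it was -0.81 and -0.89 (exact p = 0.0056 and 0.0079). PS19 replicate 1 and WT replicate 1 had striatal scores of 7.74 and 7.64, close to the 7.79 of WT replicate 2. Their excitatory neuron scores were 6.50 and 6.69, so the striatal score does not single out WT replicate 2. Its low excitatory neuron score goes with the component, and the distance from the other WT libraries remains unexplained. The interferon response score of WT replicate 6 was 3.07 (others 2.004 to 2.44). No explanation was tested for it, and its depth of 29.5 M assigned reads was the highest of the WT libraries.

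The lower mitochondrially encoded score of PS19 mice did not rest on replicate 4 alone. Without that library the difference was -0.35 with an exact permutation p of 0.0179.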

How the results depend on the processing

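Alternatives named in this part as chosen after seeing the data were not planned beforehand, and the cause of a change was not tested unless stated. *Prnp* kept an adjusted p below 0.05 in 33 of 34 alternatives, with log2 fold changes from 1.04 to 1.20. The exception was the fit on libraries with prefix G (8 PS19, 2 WT), with a log2 fold change of 1.19 and an adjusted p of 0.9999, against a lowest adjusted p of 2.1e-12 over the alternatives. *Mapt* kept its direction in all 34 alternatives and an adjusted p below 0.05 in 13, with adjusted p-values from 2.4e-06 to 0.9999. It lost the threshold at log2 fold changes of 0.52 under quantile normalization, 0.54 without the trend, with the replicate block, with the library number block and with prefix G, and, among those chosen after seeing the data, 0.54 in the edgeR quasi-likelihood test, 0.53 with TMM factors and 0.50 with striatal, choroid and *Xist* covariates. Across the 16 fits that each left out one library it ranged from 0.51 to 0.58, and 3 kept an adjusted p below 0.05.

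The count of 773 genes at an unadjusted p below 0.05 moved to 1640 with array weights, 177 with prefix G and 1449 with striatal, choroid and *Xist* covariates, and ranged from 618 to 1041 with single libraries left out. The count of 2 genes at an adjusted p below 0.05 became 1 under quantile normalization, without the trend, with the replicate block, with the library number block, in the edgeR quasi-likelihood test, with TMM factors and with striatal, choroid and *Xist* covariates. It was 0 with prefix G (177 genes unadjusted), 3 with array weights, 23 in the edgeR likelihood-ratio test and 34 in DESeq2, and 1 to 2 with single libraries left out. On simulated data with 200 changed genes, 8.85% of the calls of the likelihood-ratio test and 11.7% of those of DESeq2 were false, against 2.42% for limma. The simulated genes were drawn once and independently of each other, while real genes move together. These shares therefore need not hold for the calls in the real libraries. The option without a filter cannot move any result, since the filter removed 0 genes.

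Of the 17 other named genes, 0 reversed in any alternative and 9 gained an adjusted p below 0.05 in at least 1 alternative, 8 of them in DESeq2, 6 in the likelihood-ratio test and 1 with array weights. The 6 were *C3ar1*, *Bcl3*, *Mpeg1*, *Lars2*, *Ccl6* and *ND2*, and each also passed in DESeq2. The count of study-named genes (5 over the list of 6) became 0 with prefix G (177 of all genes unadjusted) and 3 with striatal, choroid and *Xist* covariates, chosen after seeing the data. It rose to 6 with array weights and, among the alternatives chosen after seeing the data, in both edgeR tests, in DESeq2 and with the striatal score covariate. It ranged from 2 to 6 with single libraries left out.

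No gene set passed the adjusted threshold in the planned test, where 8 had an unadjusted p below 0.05. Under quantile normalization 4 passed, with differences of 0.55 for DAM, 0.31 for cytokine and inflammatory, -0.63 for mitochondrially encoded and 0.58 for reactive astrocyte genes. After removal of the striatal score, chosen after seeing the data, 6 passed, with 0.56 for DAM, -0.18 for cholesterol biosynthesis, 0.35 for cytokine and inflammatory, 0.63 for general microglia, -0.65 for mitochondrially encoded and 0.60 for reactive astrocyte genes. Removal of the choroid plexus score was not tried for the sets. With single libraries left out, 0 to 7 sets passed. The differences then ranged from 0.41 to 0.65 for DAM, 0.36 to 0.62 for antigen presentation, -0.21 to -0.15 for cholesterol biosynthesis, 0.25 to 0.39 for cytokine and inflammatory, 0.47 to 0.72 for general microglia, 0.48 to 0.83 for interferon response, -0.74 to -0.35 for mitochondrially encoded and 0.42 to 0.69 for reactive astrocyte genes. The adjusted p of the DAM score ranged from 0.0225 to 0.159 over its alternatives.

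Sets with differences near 0 changed direction. The endothelial difference was -0.0069 under quantile normalization, -0.0099 with TMM factors and -0.013 when the mean change of the other genes was subtracted, the difference set beside camera. The direction that camera itself gave was up for endothelial genes and down for astrocyte and excitatory neuron genes. The endothelial difference ranged from -0.033 to 0.043 with single libraries left out. The ranges were -0.019 to 0.058 for astrocyte, -0.14 to 0.18 for excitatory neuron and -0.069 to 0.062 for oligodendrocyte precursor genes, the last of which was 0.00058 after removal of the striatal score.

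The count of 3 sets with larger spread in PS19 ranged from 0 to 3 with single libraries left out. No relation with the transgene passed the adjusted threshold in any alternative, with 3 at an unadjusted p below 0.05 in the planned test. With at least 18.8 M assigned reads per library, 3 reads correspond to at most 0.159 CPM. That is below the 1 CPM that every listed gene reached in 8 libraries. Genes near 1 CPM still rest on few reads, *Bcl3* among them, with a mean of 0.566 CPM in WT. Amplified reads are not independent molecules, so depth can limit such genes too.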

Other observations

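Of the tests in this part, the counts over other splits, the window scan over random gene orders and the comparison of *Lars2* with *Rn45s* were chosen before their results were seen, and the others after.

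In 27 of 100 splits of the 16 libraries that part all same-numbered pairs, as the real split does, as many genes had an unadjusted p below 0.05 as between PS19 and WT. The 100 splits were drawn from 128 and include the real one. The unadjusted count of 773 genes therefore cannot be told apart from an arbitrary grouping of these libraries. This holds for the fit without a block or covariates, and the counts with these were not set against other splits. As many as 2 genes with an adjusted p below 0.05 occurred in 1 of the 100 splits, the real one, and the others gave at most 1.

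The study described *C1qa*, *C1qc*, *Tgfbr1* and *Csf1r* as downregulated. In the deposited values each had a higher mean in PS19 than in WT, and no alternative reversed the direction of any of these 4 genes.

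The first principal component (33.4% of the variance) had high loadings for striatal genes. *Drd1* and *Penk*, chosen after their values were seen, ranged from 11.97 to 370.7 CPM and from 27.9 to 1676 CPM over the 16 libraries. A score of 10 further striatal genes, none of them used to name the component, correlated with it at r = 0.91 (permutation p = 1e-05, the smallest these permutations can give; rho = 0.88, p = 3e-05; n = 16), and without the 2 libraries farthest from the median r was 0.85. Within libraries 1 to 8 r was 0.95 (exact p = 0.0010), and within libraries 9 to 16 it was 0.82 (exact p = 0.0047). Genotype was not related to the component (exact p = 0.710), and log10 of the assigned reads had r = -0.27 with it (permutation p = 0.304; rho = -0.21, p = 0.438), and -0.39 without the 2 libraries farthest from the median. Within libraries 1 to 8 and 9 to 16 these r had opposite signs, -0.39 (exact p = 0.333) and 0.64 (exact p = 0.0730), so a relation to the reads within a range is not excluded. A differing share of striatal tissue in the dissected samples is a candidate explanation for the largest component.

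The spread of the general microglia score among PS19 mice was compared with technical sources. The split of the libraries by *Xist* and Y-linked reads was not among them. In PS19 the score was 2.81 to 4.20 in replicates 1, 2, 5 and 6, which had *Xist* reads. It was 3.27 to 4.59 in replicates 3, 4, 7 and 8, so this split is not excluded as a source. Within PS19 the score had r = 0.24 with the striatal score (exact p = 0.564; rho = 0.29, exact p = 0.501) and r = 0.24 with log10 of the assigned reads (exact p = 0.554; rho = 0.48, exact p = 0.243). Without the 2 libraries farthest from the median, r was 0.765 for the striatal score and 0.316 for the reads, so a relation to the striatal score is not excluded. The WT library with the highest choroid plexus score, replicate 3, had a general microglia score of 3.42, below the 4 highest PS19 libraries (3.77 to 4.59). It was also the highest general microglia score in WT, and the comparison rests on this library. The PS19 libraries with the highest choroid plexus scores, replicates 3 and 7 (6.08 and 5.99), had general microglia scores of 3.996 and 4.59. Within PS19 the scores had r = 0.69 (exact p = 0.0624), rho = 0.62 (exact p = 0.115) and r = 0.286 without the 2 libraries farthest from the median, so choroid plexus tissue is not excluded as a source of the spread. Differences in the number or state of microglia between PS19 mice remain a hypothesis, and 0 sets passed the adjusted threshold of the spread test when any PS19 library or any of 5 WT libraries was left out, which does not show that the larger spread was absent there.

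*Lars2*, at 2662 CPM in WT, was lower in PS19, as were the mitochondrial ribosomal RNA genes *mt-Rnr1* and *mt-Rnr2*, which were chosen after their values were seen. *Lars2* and *mt-Rnr2* had r = 0.59 within WT (exact p = 0.115) and 0.45 within PS19 (exact p = 0.279), with rho of 0.74 and 0.048 (exact p = 0.0458 and 0.935). Without the 2 libraries farthest from the median of *mt-Rnr2*, r was 0.853 in WT and -0.699 in PS19, so the relation did not hold within PS19. Reads shared with *mt-Rnr2* are an unlikely cause, since blastn found 0 bases of an annotated *Lars2* transcript with at least 90% identity to it at an E-value of at most 1e-05. That limit leaves out short matches, and the longest identical stretch was 12 bases. With the ribosomal gene *Rn45s*, *Lars2* correlated at r = 0.78 within WT (exact p = 0.0178) and 0.67 within PS19 (exact p = 0.141), with rho of 0.69 and 0.64 (exact p = 0.0694 and 0.0962). Without the 2 libraries farthest from the median of *Rn45s*, r was 0.32 and 0.0082, so both relations rest on those libraries. Sequence shared between *Lars2* and *Rn45s* was not searched, so reads shared with *Rn45s* are not excluded.

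Called genes gathered on chromosome 17. Among windows of 20 neighbouring genes the fullest held 8 genes with an unadjusted p below 0.05, from 33955779 to 34588543, including *H2-K1*, *H2-Aa*, *H2-Ab1*, *Tap1* and *Psmb8*, named after their values were seen. A permutation test with 10000 random gene orders gave p = 0.0200 for a window as full. Random orders ignore that neighbouring genes move together. In 26 of 100 splits of the libraries a window was as full, with a median of 5 genes over the other splits. Joint movement of neighbouring genes, a strain variant of this region and antigen presentation in PS19 mice cannot be told apart here.

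*Prnp* rose by 1562 CPM in PS19 and *Mapt* by 124.6 CPM, a ratio of 12.5. Human tau reads that were not assigned to mouse *Mapt* could explain the smaller rise, which cannot be tested without the reads.

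Immediate early genes were lower in PS19 by 0.56 (exact p = 0.115). The score followed the library number upwards within WT (rho = 0.71, exact p = 0.0576) and downwards within PS19 (rho = -0.79, exact p = 0.0279). Between genotypes it had an exact p of 0.914 within libraries 1 to 8 and 0.0571 within libraries 9 to 16. Handling or time of collection cannot be told apart from genotype here.

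The labels give no sex. *Xist* was at 22.6 to 89.3 CPM in replicates 1, 2, 5 and 6 of each group and at most 0.110 CPM in replicates 3, 4, 7 and 8. The Y-linked gene *Ddx3y* was at 0 CPM in the former libraries and at 51.6 to 177.4 CPM in the latter, with the lowest values in PS19 replicate 4 (51.6 CPM) and WT replicate 3 (64.8 CPM). These genes were chosen after their values were seen.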
